A study of Mus musculus with 4 samples. Its data were reported in "Activation of Xist by an evolutionarily conserved function of KDM5C demethylase" (2022).

How the data were processed

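KDM5C, also called SMCX, is a histone demethylase encoded on the X chromosome that removes methyl groups from lysine 4 of histone H3. Its binding across the genome was measured with ChIP-Seq, in which sonicated chromatin is pulled down with an antibody and the recovered DNA is sequenced. The cells were mouse epiblast-like cells (EpiLCs), made from male embryonic stem cells whose single X chromosome carries a truncation of Tsix, the antisense repressor of Xist (XΔTsixY). At day 2 of differentiation, cells with an intact Kdm5c gene (WT) and cells lacking it (KO) were each represented by 1 immunoprecipitated sample and 1 input sample, 4 samples in all. The labels' protocol describes conversion to EpiLCs alone, whereas the study's methods place day 2 after the EpiLC stage, so the exact stage is not settled here. The samples were grouped by genotype and by immunoprecipitation or input from their titles.

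The authors aligned single-end reads to the mouse mm9 assembly with Bowtie, kept uniquely mapped reads, and called peaks with MACS2 against input DNA, keeping peaks by q-value and by fold enrichment over input. For KDM5C ChIP, the study's methods and its reporting form give replicate WT samples and a single KO sample, and the peak names inside the deposited lists likewise speak of replicates for WT and of a single replicate for KO. A supplementary count of reads at Xist lists more than 1 KO replicate, and the series description speaks of technical duplicates, so the sources are not at one on this. The fruit fly chromatin added to each ChIP served the authors' browser tracks and not the peak calls. The deposited files held 1 peak list per genotype. The score deposited for each peak was 10 times the −log10 of its q-value with decimals dropped, which was checked in every row of both lists. The authors also deposited for each peak a fold enrichment of immunoprecipitate over input, the −log10 of its p-value, the −log10 of its q-value and the offset of its summit. The largest q-value was 0.0977 in the WT list and 0.0948 in the KO list. These scores and fold enrichments are the authors' values, and each was used to describe, rank or filter peaks. Fold enrichments in the WT list were not set against those in the KO list, because the lists were called separately.

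Unique mapping removes reads from sequence that is identical elsewhere in the genome, so peaks in repeated sequence can be lost or can rest on few mappable positions. Calling WT peaks on replicates and KO peaks on a single sample can give the WT list more power to call peaks. Neither list holds read counts, so the depth behind each list is unknown here. With 1 list per genotype there is no replicate error, and no test between genotypes was made. Intervals on shares of peaks are exact Clopper-Pearson 95% intervals over peaks, and they cover counting error only. They take peaks as independent, so they can be too narrow where peaks cluster, as some KO peaks did.

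Coordinates are those of mm9, counted from 1. The reference sequence was NCBIM37, which is the same assembly, with GENCODE M1 annotation of 37273 genes and 95458 transcripts. The number of peaks that ran past the end of a chromosome was 0. The main set held peaks on chromosomes 1 to 19, X and Y. Peaks on random and unplaced contigs were left out of it.

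Peaks were called shared when they overlapped by at least 1 bp. Overlap was compared with 10000 random placements of KO peaks within their own chromosomes, outside assembly gaps. The distance from a peak midpoint to the nearest annotated transcription start site (TSS) was compared with 1000 random placements of WT peaks. Both were one-sided permutation tests by random placement and describe the lists, not the genotypes. The median WT score of shared peaks was given as a percentile among 10000 random sets of WT peaks of the same size. The Xist locus was the annotated gene with 5 kb on either side. Sequence was called CpG-rich when its ratio of observed to expected CpG was at least 0.6 and its GC content at least 50%, over the peak or over 500 bp on either side of the TSS of a protein-coding gene. Promoters were called bound when a WT peak midpoint lay within 1 kb of that TSS. A list of 52 genes of the germ line, written from general knowledge before peaks were assigned to genes, was compared with 10000 random lists of protein-coding genes matched over 20 bins of promoter CpG ratio. Copies of the 200 bp around a summit were counted with BLAST 2.17.0 at an identity of at least 90% over at least 80% of the query. The primers of the study's ChIP-qPCR assay were located on the X chromosome by exact match. A list of 34 imprinted genes was written after KO peaks had been assigned to genes.

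Overlap calls were tested on simulated data made from the 6916 WT peaks: of 500 simulated intervals, 200 were placed on WT peaks and 200 were recovered. The other intervals lay well away from WT peaks, so overlaps near the 1 bp limit were not tested. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

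The peaks named were fixed by rule before the data were examined. They were every peak at Xist and at Kdm5c, every KO peak on X with the WT peaks overlapping it, the 3 WT peaks of highest score on X, and the 3 peaks of highest score in each list. Others are said to have been chosen after their values were seen. The alternatives were stricter scores in both lists (the WT median of 82, and the WT 90th percentile of 320), merging of peaks within 1 kb, removal of peaks wider than the 99th percentile of WT widths, inclusion of contigs, a reciprocal overlap of 50%, a distance of 1 kb counted as shared, only the 44 WT peaks of highest score, autosomes alone, other TSS windows, and the Xist gene body alone. A count was called unchanged within 1.5 times the main count, a share within its 95% interval, and a median within the 95% range of 2000 bootstrap draws over peaks.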

Results

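KDM5C occupancy was profiled in XΔTsixY EpiLCs at day 2 of differentiation to ask whether KDM5C binds at Xist, the X-linked gene whose RNA starts X-inactivation. The KO cells serve as the control for the antibody, since signal that remains where KDM5C is absent cannot be assigned to it. A WT peak that overlaps a KO peak may still hold KDM5C signal, because overlap takes no account of peak strength. The paper describes the mutant protein from its Kdm5c deletion allele as barely detectable. A small residue of KDM5C binding in the KO cells is therefore taken up below. Each genotype had 1 peak list and no replicate, so each value below stands without a replicate error.

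The WT list held 6933 peaks, of which 6916 lay on assembled chromosomes, and the KO list held 47, of which 44 did. Among peaks on assembled chromosomes, WT peaks were thus 157 times as many as KO peaks. Of the alternatives, restricting both lists to scores at or above the WT 90th percentile moved these counts most, to 693 WT and 4 KO peaks. The median score was 82 (quartiles 48 and 162) in WT and 86.5 (quartiles 43.5 and 148) in KO. The median width was 524 bp (quartiles 394 and 715 bp) in WT and 513.5 bp (quartiles 346 and 549.5 bp) in KO. The median fold enrichment over input was 3.72 within the WT list and 2.71 within the KO list. With 1 list per genotype, called on replicates for WT and on a single sample for KO by the study's methods, the difference in peak number has no replicate check.

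No peak lay within 5 kb of Kdm5c (chromosome X, 148667563 to 148709078, plus strand) in either list. Peak lists do not measure Kdm5c expression, so the loss of the gene was not checked here.

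The X chromosome carried 98 WT peaks and 1 KO peak, and the Y chromosome carried 0 in both lists. The X share was 1.42% of WT peaks (95% interval 1.15 to 1.72%) and 2.27% of KO peaks (95% interval 0.0575 to 12.0%). These intervals overlap. Among only the 44 WT peaks of highest score, 0 lay on X. Per Mb of ungapped sequence, X held 0.605 WT peaks, whereas the autosomes ranged from 1.98 on chromosome 3 to 4.37 on chromosome 11.

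**Figure D1:**
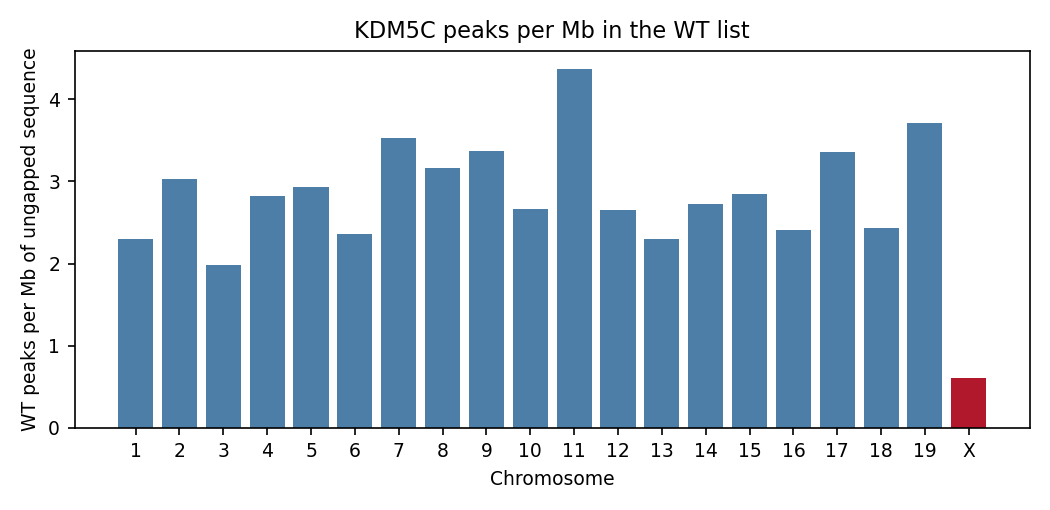
WT peaks per Mb of ungapped sequence (y axis) on each autosome and on X (x axis), with 1 bar per chromosome and X in red. X stands at 0.605 peaks per Mb, below the lowest autosome at 1.98.

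At the Xist locus (chromosome X, 100655714 to 100678556, minus strand), the WT list held 1 peak and the KO list 0. The lack of a KO peak is a threshold call and does not show that signal was absent. The study's supplementary count gives KDM5C reads at Xist in KO samples too, with a lower normalized mean than in WT. The WT peak spanned 100676699 to 100677342, 644 bp, with a score of 113 and a fold enrichment of 5.11. Its summit at 100677077 lay in exon 1 of Xist, 1479 bp downstream of the annotated TSS. The summit also lay within an annotated exon of Tsix, a gene on the opposite strand whose RNA is truncated in these cells. The peak edges lay 1214 and 1857 bp downstream of the TSS. The peak ranked 24 of the 98 X peaks by score and 2542 in the WT list, above 63.1% of WT peaks. It passed the WT median score and did not pass the 90th percentile.

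The study's ChIP-qPCR amplicon of region 1 mapped to X 100677491 to 100677648, also in exon 1 of Xist, with its centre 987 bp downstream of the annotated TSS. It did not overlap the called peak, from which it was 148 bp away on the side of the TSS. The study's assay measured histone marks and not KDM5C, so this gap is no test of KDM5C binding at region 1. All these distances are from the GENCODE M1 TSS, which may not be the one the study used. The region 2 amplicon (X 100678890 to 100679050) was centred 413 bp upstream of the TSS, and that of region 3 (X 100682938 to 100683007) 4416 bp upstream. Neither overlapped a peak in either list.

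A WT peak outside the Xist window was chosen after its values were seen. It spanned X 100689031 to 100689324, with its summit 283 bp downstream of the TSS of Enox, a noncoding gene also known as Jpx, in an intron. Its score was 68, below the WT median, and no KO peak overlapped it.

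**Figure D2:**
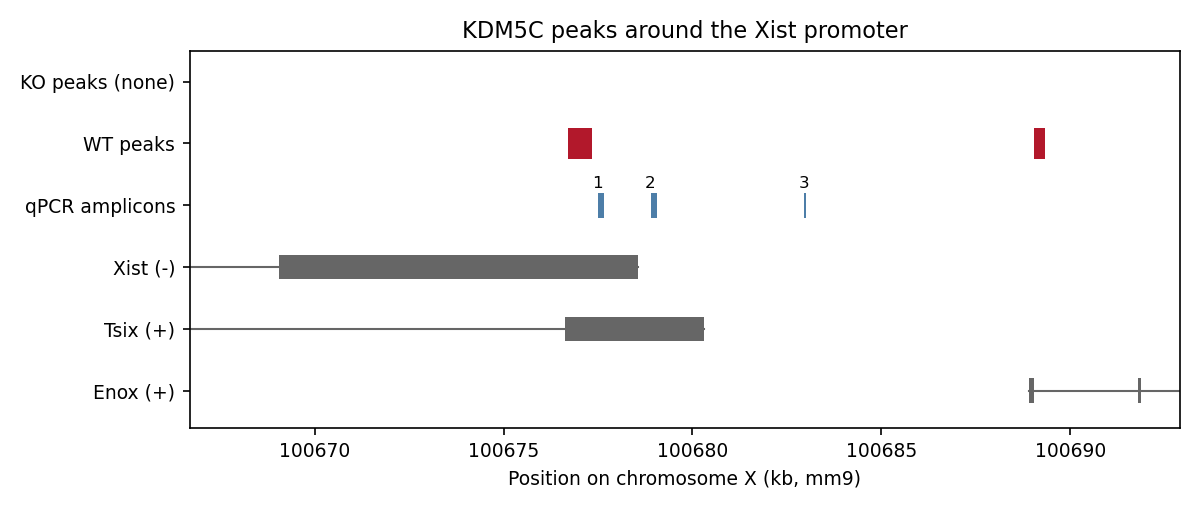
Map of mm9 chromosome X around the Xist promoter (x axis in kb), with WT peaks in red, ChIP-qPCR amplicons 1 to 3 in blue, and exons as grey boxes on lines for the genes. The WT peak of 644 bp lies inside exon 1 of Xist, and the KO list has 0 peaks in the window.

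To ask whether peaks left in KO cells lie where WT cells have them, the lists were overlapped. Of the 44 KO peaks, 43 overlapped a WT peak. Random placement gave a mean of 0.164 and at most 3 (one-sided permutation p = 0.0001, the smallest that 10000 placements can give). Requiring 50% of both peaks to overlap left 36. The count moved most, to 3, when the WT list was restricted to its 44 peaks of highest score and likewise when both lists were restricted to scores at or above the WT 90th percentile. The KO peak without a WT peak, named after its values were seen, spanned chromosome 2, 157385954 to 157386254, and had its summit in an exon of Nnat, with a score of 124 in the KO list.

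Of WT peaks, 6873, or 99.4% (95% interval 99.2 to 99.5%), had no KO peak. The 43 WT peaks shared with KO had a median score of 148, higher than in 99.9% of random WT sets of that size, whose medians ran from 60 to 117 over the central 95%. By score, 15 of the 43 fell in the top 10% of the WT list, and 12 scored below the WT median.

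**Figure D3:**
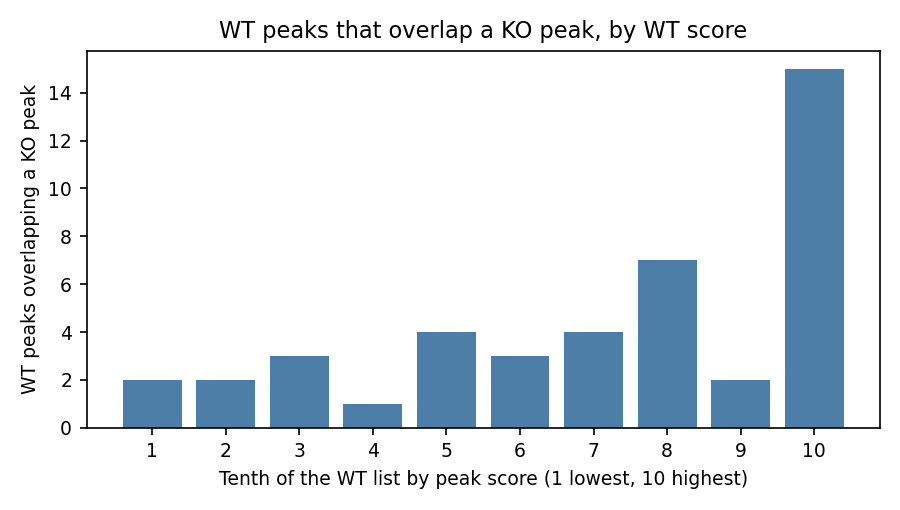
Number of WT peaks overlapping a KO peak (y axis) in each of 10 equal parts of the WT list ordered by score (x axis, 1 lowest). The part of highest score holds 15 of the 43 shared peaks.

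The 3 WT peaks of highest score all lay at or next to an annotated TSS. The first (score 2460, fold enrichment 19.5) spanned chromosome 7, 19703324 to 19704112, with its midpoint 1 bp from the TSS of Gm4969 and its summit in no annotated gene. The second (score 2340, fold enrichment 24.6) spanned chromosome 17, 80772130 to 80773540, with its summit in coding sequence of Arhgef33 and Gm10190. The third (score 2277, fold enrichment 14.2) spanned chromosome 14, 58617591 to 58618723, with its midpoint 3 bp from the TSS of the noncoding gene 3110083C13Rik. Only the first of these overlapped a KO peak.

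On X, the WT peak of highest score (1107) spanned 13063043 to 13063974, with its summit in coding sequence of Nyx. The second (score 694) spanned 98989191 to 98990274, with its midpoint 262 bp from the TSS of 8030474K03Rik. The third (score 364) spanned 98892885 to 98894042, in no annotated gene and 6275 bp from the TSS of the pseudogene Gm14845. None of these overlapped a KO peak. The KO peak on X spanned 139917343 to 139917857, intergenic and 35534 bp from the TSS of Pak3. It had a score of 13 in the KO list, and the WT peak that overlapped it (139917335 to 139917863) a score of 59 in the WT list.

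The KO peak of highest score (806) spanned chromosome 17, 39979888 to 39985898, a width of 6011 bp, with its summit in no annotated gene and its midpoint 2879 bp from the TSS of the pseudogene AY036118. The second (score 577) lay in an intron of Habp4 on chromosome 13, 64270979 to 64271532. The third (score 350) lay on chromosome 10, 79201944 to 79202453, with its summit in coding sequence of Polrmt. Each of these overlapped a WT peak.

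Of WT peaks, 76.3% (95% interval 75.3 to 77.3%) had a midpoint within 1 kb of an annotated TSS. Random placement gave a mean of 4.38% and at most 5.06% (one-sided permutation p = 0.001, the smallest that 1000 placements can give). The share moved to 68.9% with a window of 500 bp and to 85.2% with 5 kb. In the KO list, 50% of peaks (95% interval 34.6 to 65.4%) lay within 1 kb of a TSS. Of WT peaks, 81.6% (95% interval 80.6 to 82.5%) lay in CpG-rich sequence, against 0.68% of 6916 random placements. In the KO list the CpG-rich share was 47.7% (95% interval 32.5 to 63.3%). Of the 5891 WT peaks with a summit within 5 kb of a TSS, 80.6% had it within 500 bp. For 3.12% it lay from 1 to 2 kb downstream of the nearest TSS, where the summit of the Xist peak also lay.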

Values the study reported

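For XΔTsixY EpiLCs, the study gave a total of 98 KDM5C peaks located on the X chromosome, and 1 for cells that also lacked Kdm5c. It placed KDM5C enrichment about 1 kb downstream of the TSS of Xist. Its peak calls used a q-value limit of 0.1.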

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

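The test in this part was chosen after the result was seen. Peaks on random and unplaced contigs lie outside the comparisons of the report, and the WT list held 17 of them against 3 in the KO list, which is what drew attention to them. Of the 17, 2 overlapped a KO peak, or 11.8% (95% interval 1.46 to 36.4%), against 0.622% of WT peaks on chromosomes. Within the WT list, the contig peaks had a median fold enrichment of 2.36, whereas peaks on chromosomes had 3.72, and the central 95% of medians of random sets of 17 chromosome peaks began at 3.11. Repeated sequence that piles up reads in both genotypes is a candidate explanation in line with this value of 2.36. Binding of KDM5C at some of the others stays open, since 1 list per genotype cannot show it. A difference in depth between the WT and KO libraries also stays open for these peaks.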

How the results depend on the processing

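All alternatives were fixed before the data were examined. Of 48 alternative values for 14 results, 29 were unchanged, 19 moved and 0 reversed. At scores at or above the WT median, the counts fell to 3486 WT peaks, 23 KO peaks, 39 WT and 0 KO peaks on X, 20 KO peaks overlapping a WT peak, and 3466 WT peaks without a KO peak. At the WT 90th percentile they were 693, 4, 3, 0, 3 and 690 in the same order. A score filter removes peaks by construction, and the WT list stayed the longer one at both. With only the 44 WT peaks of highest score, 3 KO peaks overlapped a WT peak, 41 WT peaks had no KO peak, the median WT score of shared peaks was 2206, and 0 WT peaks lay on X, again by construction of a shorter list. The median WT width moved to 534 bp when peaks within 1 kb were merged, since merging lengthens regions. The share of WT peaks near a TSS moved to 68.9% at 500 bp and 85.2% at 5 kb, as a narrower or wider window must. Merging and the width limit left each of these counts within 1.5 times its main value, as did the inclusion of contigs for the numbers of WT and KO peaks, for which alone it was run, and the presence of 1 WT and 0 KO peaks at Xist was the same for the gene body alone. No paired analysis was possible because each genotype has 1 peak list. Depth could not be varied without read counts.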

Other observations

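The tests of KO library depth, of CpG-rich promoters and fold enrichment on X, of the X share against random WT sets, of sequence copies, of a KDM5C residue and of imprinted genes were chosen after the result was seen. The overlap, score, clustering and germ line tests were not, although the limits that part their outcomes were set later.

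Why 44 peaks remain in the KO list was examined first. The caller's tolerance for false discoveries at low scores is argued against as the whole cause, since 79.5% of KO peaks had a −log10 q of at least 3. By score, 50% of KO peaks (95% interval 34.6 to 65.4%) lay above the WT median. The lists were called separately, so that share does not bear on false discoveries in the KO list. Lower effective depth of the KO library as the whole cause is argued against too. Thinning loses weak peaks first, yet only 3 of the 44 WT peaks of highest score, 6.82% (95% interval 1.43 to 18.7%), overlapped a KO peak. A contribution of depth to the number of KO peaks stays open. The overlap of 43 KO peaks with WT peaks is in line with signal at the same places in both genotypes, whether from binding that does not need KDM5C or from mapping. Pile-ups in repeated or poorly assembled sequence may account for some: 10 KO peaks had another KO peak within 100 kb, against a mean of 0.238 and at most 4 in 1000 random placements. Of these, 8 lay within 38.4 kb of chromosome 9, from 2999854 to 3038246.

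The KO peaks outside CpG-rich sequence may be such pile-ups. Among 23 of them, 78.3% (95% interval 56.3 to 92.5%) had more than 1 near-identical copy of the sequence at the summit, with a median of 16 copies. Among 100 WT peaks outside CpG-rich sequence and without a KO peak, the share was 3% (95% interval 0.623 to 8.52%).

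The 21 KO peaks in CpG-rich sequence differed in this, since 4 had more than 1 copy. For a small residue of KDM5C binding in the KO culture, they would be peaks of highest WT fold enrichment. The 20 that overlap a WT peak had a median percentile of 81.7 among CpG-rich WT peaks, but they went both ways: 9 lay in the top 10% and 8 below the median. A residue may therefore apply to some and does not account for others, and the median does not decide. It was also noticed that KO peaks gather at imprinted genes: 3 of the 21 lay within 5 kb of a TSS of a listed imprinted gene (Igf2r, Nap1l5, and Nnat with its neighbour Blcap), against 0.39% of the 5641 CpG-rich WT peaks. Among KO peaks in any sequence the count was 4. The gene list was written after these peaks had been seen, so neither count is a test. Both would need an independent KO sample.

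The low X-chromosome share of WT peaks had several candidate explanations. Fewer CpG-rich promoters on X as the whole cause is argued against by the share of them with a WT peak. Of the 223 CpG-rich protein-coding promoters on X, 25.6% (95% interval 20.0 to 31.8%) had a WT peak. On the autosomes the share was 43.4% of 9662 (95% interval 42.4 to 44.4%), and single chromosomes ranged from 35.4 to 56.2%. Fewer such promoters as a part of the cause stays open. X held its 223 on 162 Mb of ungapped sequence, whereas chromosome 18, the autosome with the fewest, held 259 on 87.6 Mb. Reduced read depth on the single X of XY cells could remove weak peaks, and the lower quartile of fold enrichment within the WT list was 3.70 on X (95% bootstrap interval 3.43 to 3.92) against 3.04 on the autosomes. By score, 3 of the 691 WT peaks in the top 10% lay on X, or 0.434% (95% interval 0.0896 to 1.26%), against 95 of the other 6225, or 1.53% (95% interval 1.24 to 1.86%). Random WT sets of 691 held a mean of 9.76 X peaks, with a central 95% range of 4 to 16. This does not decide for a single X against paired autosomes, since the test named no direction. Weaker binding of KDM5C on X would also give few X peaks of high score. The median fold enrichment within the WT list was 4.39 on X against 3.70 on the autosomes. Single autosomes ranged from 3.43 to 3.88. Weaker binding alone would not raise fold enrichment. For the called peaks, these values and the lower quartile therefore argue against weaker binding as the whole cause. Fewer reads from a single X, with or without weaker binding, and scarcer binding on X cannot be told apart without read counts. Fewer CpG-rich promoters may add to each.

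WT peaks lay at promoters of germ line genes more often than CpG content gives. All 52 listed genes were found in the annotation, and 40, or 76.9% (95% interval 63.2 to 87.5%), had a WT peak, against a mean of 12.9 and at most 24 in matched random lists (one-sided permutation p = 0.0001, the smallest that 10000 lists can give). The median score of peaks at the 40 genes was 490.5, and at other bound promoters 90. That KDM5C sits at genes of the germ line in these cells is a hypothesis from 1 WT list. Expression of these genes was not analysed here.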
